A study of Drosophila melanogaster with 8 samples. Its data were reported in "Soma-germline communication drives sex maintenance in the Drosophila testis" (2024).

How the data were processed

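Testes of wild-type (Oregon R) and chinmoST flies were profiled by CUT&Tag with an antibody against Chinmo at 5 to 7 and 9 to 11 days of adulthood, with 2 replicates of each of the 4 groups. Groups and replicate numbers were taken from the submitters' labels. The genotype label of the mutant samples names markers and a balancer rather than chinmo, and the sample titles were used for the name chinmoST.

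The authors trimmed reads with fastp, aligned them to dm6 with Bowtie2, removed duplicates with Picard, kept uniquely mapped reads outside blacklisted regions, shifted reads for the offset of the Tn5 insertion and called peaks in each sample with MACS2 from paired fragments. No control library entered the analysis here. The deposited lists give for each peak a score, a fold of summit pileup over local background (with 1 added to each), and the −log10 of a p-value and a q-value as the authors' peak caller wrote them. Positions and the summit offset are deposited as other whole numbers. The largest q-value was 0.0488. The lists hold peaks on 7 chromosome arms. Numbers are missing from the running peak names (72 to 113 per sample), nearly all of them between chromosomes and 1 to 11 within chromosomes, as a filter after peak calling would leave. Reads were not analysed here, so the authors' test of differential binding on read counts was not run. Because peaks were called per sample, replicates were compared as separate lists.

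The pileup and local background at each summit were solved from the deposited fold and −log10 p-value, with a largest relative error of 1e-05 (tested on simulated data, where 100% of 2000 pileups were recovered). The background coverage of a library, 2.64 to 8.27 fragments per base, is the 1st percentile of the local background and sets the precision of every count. For equal depth, pileup and background of every peak were multiplied by the ratio of the lowest background (2.64) to that of the library, and peaks at or above the smallest −log10 p-value of that shallowest library (3.30) were kept, with their widths unchanged. Depth equalisation was tested on 20 simulated sets of 8 libraries with the same binding at the recovered depths, in which the chinmoST to wild-type ratio of peak numbers was 1.45 (range 1.41 to 1.50) as called and 0.974 (0.906 to 1.01) at equal depth. Depth equalisation did not remove all of the depth effect between the wild-type ages, where the ratio of 9 to 11 over 5 to 7 days was 0.849 (0.808 to 0.980). The simulated sites had assumed density, widths and strengths and a flat background in each library. None of these was fitted to the peak lists, so the simulated ratios hold for those settings only.

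Genotypes were compared with two-sided exact permutation tests over the 70 assignments of 8 samples, adjusted by the Benjamini-Hochberg method over 5 measures. The age interaction permuted age within genotype. Sites are unions of peaks that overlap by at least 1 bp. The IDR was fitted as a Gaussian copula mixture to the ranks of overlapping regions. The authors' labels do not name the column ranked, and fold ranks were the choice fixed beforehand. On simulated ranks with a well separated reproducible component 94.4% of reproducible sites were called, and 17.3% when it was poorly separated. Checks of the counting set 200 switched sites among 8000 and planted 500 exact words. All were returned, which the way they were set fixes in advance. They do not test peak calling or the word search with a mismatch. Promoters were positions within 1 kb of any of 23694 start sites of the Ensembl annotation BDGP6.54, whose chromosome lengths equal those of dm6. Motif words were searched on both strands in windows of 201 bp at summits, with 1 mismatch allowed for M1BP. Shares have 95% exact (Clopper-Pearson) binomial intervals, which cover counting error only. Genes with a peak were compared between genotypes by Fisher's exact test.

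The named genes are a list of 23 taken from the study's text before the data were examined, and the 5 sites with the highest mean fold percentile among chinmoST-only, wild-type-only and shared sites. For observations, lists of 47 late male germline and 25 somatic cyst lineage genes were written from general knowledge after the wild-type-only sites had been looked at, and each was compared with 10000 draws of protein-coding genes of like length rank. All genes of both lists were found in the annotation. Joining listed genes within 50 kb into loci, asking for a difference of at least 2 samples and counting both directions were added later.

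Alternatives fixed before the data were examined were a q-value of 0.001, equal numbers of peaks (2369), joining of peaks within 500 bp, 50% reciprocal overlap, replicate overlap without IDR, other IDR ranks and threshold, promoters of 3 kb or of protein-coding genes, another motif window and background, peaks within 1 kb of a gene's start, permutation within age or replicate, and leaving out each sample. Depth equalisation was planned for peak number, age and genotype-specific sites and was added for the other results after the data were seen, as were the fold of at least 5, binomial thinning, and −log10 p ranks for the promoter and motif shares. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.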

Results

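Chinmo binding was profiled in adult Drosophila melanogaster testes with CUT&Tag, in which an antibody against the protein directs a transposase to cut and tag the DNA around it. Chinmo is a zinc finger protein of the BTB family that maintains male identity in the somatic cyst stem cells of the testis. Testes of wild-type flies were compared with chinmoST testes, in which Chinmo is lost from the somatic cyst lineage and the somatic cells become feminised. There were 8 samples, 2 for each genotype at 5 to 7 days and at 9 to 11 days of adulthood, and peaks had been called by the authors in each sample on its own. Coordinates are those of the dm6 genome build, and the fold and significance of a peak are the authors' values.

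The depth of each library was recovered from the peak lists as the background coverage, the number of fragments over a base outside peaks. It was 4.27 and 4.66 in the wild-type replicates at 5 to 7 days and 2.71 and 2.64 at 9 to 11 days. In chinmoST it was 8.27 and 8.05 at 5 to 7 days and 7.72 and 7.38 at 9 to 11 days. All 4 chinmoST libraries were deeper than all 4 wild-type libraries, with means of 7.85 ± 0.389 (SD, n = 4) and 3.57 ± 1.05 (SD, n = 4). Depth and genotype were therefore confounded, and several of the comparisons between genotypes are also given after the deeper libraries were scaled to the shallowest one. Across all samples, a relation of depth to peak number could not be separated from genotype, because the depths of the genotypes do not overlap. Within wild-type, peak number followed depth in exact order, from 3371 peaks at 4.66 to 2369 at 2.64, but depth there also follows age. Within chinmoST peak number did not, with 5614, 4686, 5944 and 5616 peaks in order of falling depth. Neither order was tested.

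The first comparison asked whether the number of Chinmo peaks differed between genotypes. Wild-type samples had 3192 and 3371 peaks at 5 to 7 days and 2433 and 2369 at 9 to 11 days. The chinmoST samples had 5614 and 4686 peaks at 5 to 7 days and 5944 and 5616 at 9 to 11 days. The means were 2841 ± 514 (SD, n = 4) in wild-type and 5465 ± 542 (SD, n = 4) in chinmoST, a ratio of 1.92. The difference of 2624 peaks was larger than the spread within either genotype (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0476 over 5 measures), and 0.0286 is the smallest p this design allows. At equal depth the means were 2609 ± 262 (SD, n = 4) and 3734 ± 585 (SD, n = 4), and the difference fell to 1124.5 peaks (exact permutation test, p = 0.0286). The highest wild-type sample at equal depth had 2893 peaks and the lowest chinmoST sample had 2956. Peaks with a fold of at least 5 numbered 207 to 348 in wild-type and 554 to 1194 in chinmoST. The constant added to pileup and background lowers the fold more in shallower libraries, so this cut does not remove depth.

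**Figure D1:**
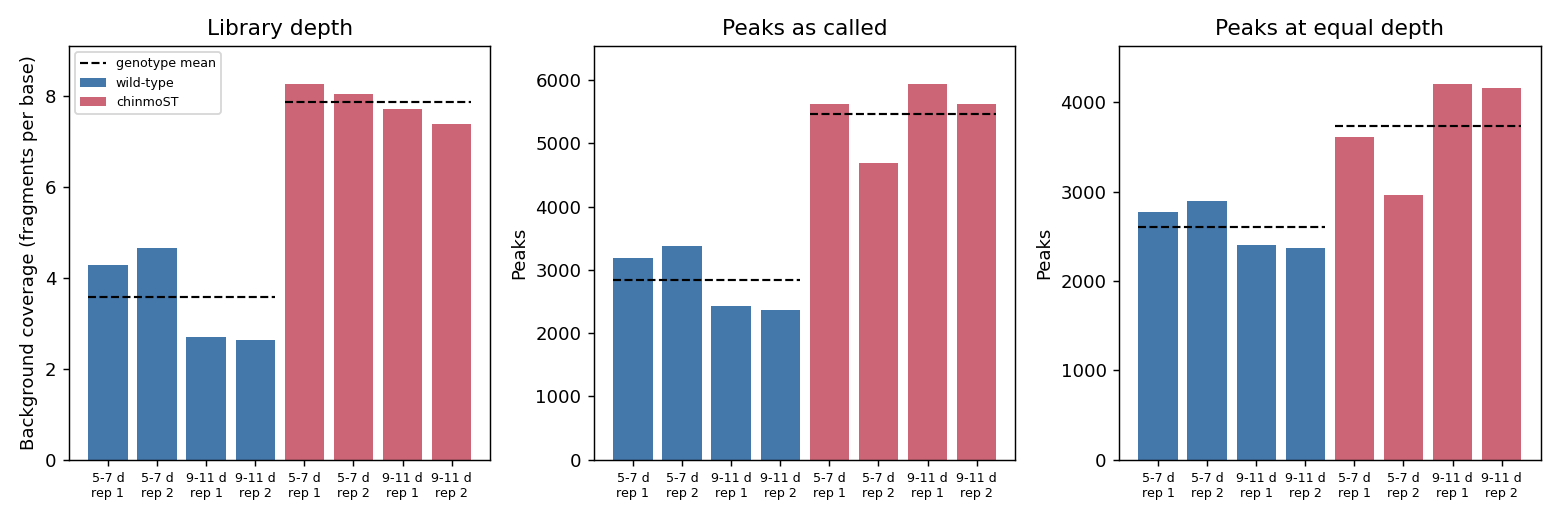
Bars show each of the 8 samples, with the background coverage in fragments per base, the number of peaks as called and the number of peaks at equal depth, and dashed lines mark the mean of each genotype. The chinmoST libraries lie between 7.38 and 8.27 in coverage against 2.64 to 4.66 in wild-type, and the means of 5465 and 2841 peaks move to 3734 and 2609 at equal depth.

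The sequence covered by peaks was 1.90 ± 0.393 Mb (SD, n = 4) in wild-type and 4.25 ± 0.459 Mb (SD, n = 4) in chinmoST (exact permutation test, p = 0.0286, adjusted p = 0.0476). Median peak width was 557 ± 17.5 bp (SD, n = 4) in wild-type and 659 ± 17.4 bp (SD, n = 4) in chinmoST (exact permutation test, p = 0.0286, adjusted p = 0.0476). Among the peaks kept at equal depth the differences were 1.59 Mb and 232.75 bp (exact permutation test, p = 0.0286 for each). Widths there are still those called at the full depth of each library, so these values do not remove the effect of depth on either measure. Peaks with a summit within 1 kb of a transcription start site made up 76.1% ± 1.05 (SD, n = 4) in wild-type and 73.3% ± 1.22 (SD, n = 4) in chinmoST, a difference that did not pass the threshold (exact permutation test, p = 0.0571, adjusted p = 0.0714). The order of the genotypes turned around at equal depth, where the promoter share was 77.1% ± 0.423 (SD, n = 4) in wild-type and 80.4% ± 1.30 (SD, n = 4) in chinmoST (exact permutation test, p = 0.0286). Peaks on the X chromosome made up 13.8% ± 1.02 (SD, n = 4) and 14.1% ± 0.612 (SD, n = 4) as called, which was not a detectable difference (exact permutation test, p = 0.714). At equal depth these shares were 13.9% ± 0.841 (SD, n = 4) and 15.8% ± 0.734 (SD, n = 4) (exact permutation test, p = 0.0286).

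The chinmoST phenotype progresses with age, so peak number was compared between ages within each genotype. Wild-type samples had 3282 ± 127 peaks (SD, n = 2) at 5 to 7 days and 2401 ± 45.3 (SD, n = 2) at 9 to 11 days. In chinmoST the numbers were 5150 ± 656 (SD, n = 2) and 5780 ± 232 (SD, n = 2). The age change in chinmoST exceeded that in wild-type by 1510.5 peaks (exact permutation of age within genotype, p = 0.0556), and 0.0556 is the smallest p this design allows, so the difference could not pass a threshold of 0.05. The wild-type libraries at 9 to 11 days were also the shallowest. At equal depth wild-type numbers fell by 444 peaks with age and chinmoST numbers rose by 900.

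Peak sets were then compared between samples by the Jaccard index, the length covered in both samples divided by the length covered in either. It was 0.48 and 0.45 between wild-type replicates and 0.61 and 0.66 between chinmoST replicates. Over all pairs the mean was 0.528 within genotypes and 0.308 between genotypes. The difference of 0.219 was the largest of the 35 ways to divide the samples into groups of 4 (one-sided exact permutation test, p = 0.0286). The index cannot exceed the smaller covered length divided by the larger, and mean covered length was 1.90 Mb in wild-type and 4.25 Mb in chinmoST. Covered length alone therefore limits the values between genotypes. With equal numbers of peaks the difference was 0.194, but chinmoST still covered 0.775 Mb more, so this limit was not removed.

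**Figure D2:**
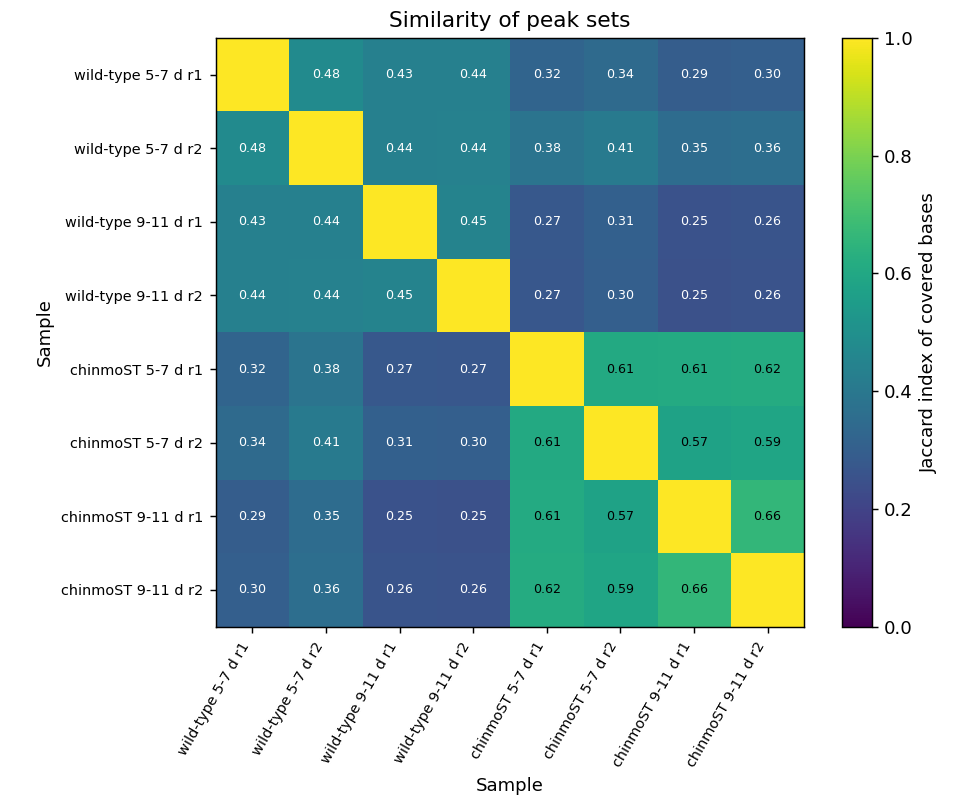
The heat map gives the Jaccard index of covered bases, from 0 to 1, for every pair of the 8 samples. Pairs of chinmoST samples lie between 0.575 and 0.664, and pairs from different genotypes lie between 0.25 and 0.41.

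Overlapping peaks of the 8 samples were merged into 8898 sites. Of these, 1242 had a peak in all 8 samples and 2736 in 1 sample only. A peak in every chinmoST and no wild-type sample was found at 839 sites, and the reverse at 61 sites. At equal depth 1139 sites had a peak in all 8 samples and 1615 in 1 sample only, and there were 376 chinmoST-only and 94 wild-type-only sites, of which 324 and 53 overlapped those found as called. When each sample was reduced to its 2369 most significant peaks, there were 146 and 131 such sites, but lists of equal length tie the sites gained to those lost, so this pair of numbers does not measure a balance.

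**Figure D3:**
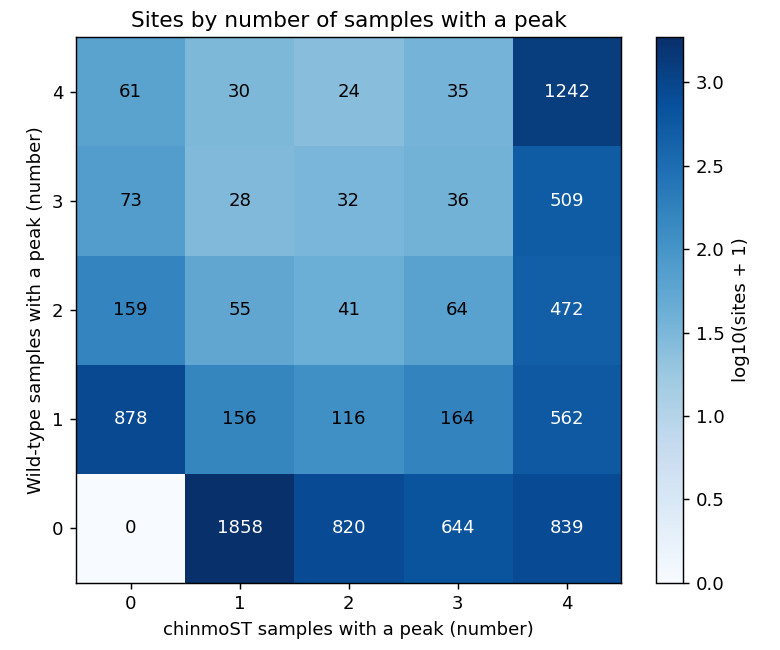
Each cell gives the number of merged sites with a peak in 0 to 4 wild-type samples (vertical axis) and 0 to 4 chinmoST samples (horizontal axis), with colour on a log10 scale. The corners hold 1242 sites found in all 8 samples, 839 found in chinmoST samples only and 61 found in wild-type samples only.

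The sites with the highest mean fold rank in each class are named here. The leading chinmoST-only site lay on chromosome 3R at 2133997 to 2135143, in an intron of Myo81F, with folds of 7.62 to 10.1 over the 4 samples. The next was on 2R at 12065792 to 12066538, in an intron of CG8888, with folds of 6.66 to 9.95. Intergenic sites followed on 3L at 5583253 to 5584061, 174 bp from the start site of l(3)psg2, and on 2L at 14705703 to 14706743, with CG15282 the nearest start site at 6125 bp. The last of the 5 was on 2L at 12133441 to 12134580, 197 bp from the start site of rho-6. The leading wild-type-only site lay on 2L at 16133736 to 16135847, with its summit in a coding exon of CG34168 and folds of 4.19 to 6.15. The others were on 2R at 25129399 to 25130598 in an intron of lov, on 3L at 1064106 to 1064739 in an intron of bab1, on 2R at 21803444 to 21805110 in an exon of the long noncoding RNA CR9284, and on 2L at 6291667 to 6292233 in an intron of Ddr. Among the sites found in all 8 samples, the strongest was on 3L at 15553954 to 15554973 with its summit in a coding exon of AGO2. Its folds were 9.25 to 12.3 in wild-type and 10.7 to 11.4 in chinmoST. The next were the 5′ UTR of Tpst (X, 13563543 to 13564273), the 5′ UTR of Mad (2L, 3158647 to 3159802), a coding exon of klar (3L, 505803 to 506571) and an intron of px (2R, 22561405 to 22562413).

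Reproducible peaks were selected for each pair of replicates by the irreproducible discovery rate (IDR, under 0.05, with peaks ranked by fold) and merged over ages. The wild-type pairs gave 1878 of 2239 overlapping regions at 5 to 7 days and 206 of 1564 at 9 to 11 days. The chinmoST pairs gave 2984 of 4022 and 3962 of 4731. In the wild-type pairs the fitted mean of the reproducible component was 0 and 0.025, so that it was not separated from the rest and the wild-type number is poorly determined. After merging there were 1914 reproducible peaks in wild-type and 4329 in chinmoST. Ranking by −log10 p gave 1099 and 3414, and at equal depth the numbers were 1258 and 3762. Of the wild-type peaks, 84.5% (95% exact binomial interval 82.8% to 86.1%) overlapped a chinmoST peak, and 37.0% (35.6% to 38.5%) of the chinmoST peaks overlapped a wild-type peak. With −log10 p ranks, under which the wild-type component was separated (fitted means of 1.32 and 1.36), these shares were 91.9% and 29.6%.

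Reproducible peaks were set against the annotation and the underlying sequence. In wild-type 84.3% (95% exact binomial interval 82.6% to 85.9%) had some part within 1 kb of a start site, against 30.9% ± 0.949 (SD over 100 random placements of the same peaks). In chinmoST the share was 81.5% (80.3% to 82.7%), against 31.6% ± 0.699. Whole merged peaks were used here and summits for single samples, so these shares cannot be set against the earlier ones. Words for 4 known motifs were more common around the summits than in windows 1 kb away in both genotypes (Fisher's exact test, adjusted over 8 tests). The Trl word GAGAG was found at 35.5% of wild-type and 31.6% of chinmoST summits, against 22.4% and 22.0% of flanking windows (adjusted exact p = 2.9e-25 and 2.05e-31). The M1BP word was found at 7.26% and 9.66%, against 2.61% and 2.45% (adjusted exact p = 1.63e-15 and 1.7e-66). The BEAF-32 word was found at 29.6% and 30.6%, against 22.4% in both (adjusted exact p = 4.62e-09 and 1.33e-23, the wild-type value 0.238 without either replicate at 5 to 7 days), and the Aef1 word at 26.8% and 23.9%, against 21.8% and 20.6% (adjusted exact p = 3.63e-05 and 2.26e-05). Peaks are not independent replicates, and these tests compare sequences rather than animals.

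A list of 23 genes fixed beforehand was examined for peaks in the gene or within 3 kb upstream. All 4 samples of both genotypes had a peak at 15 of the genes, among them dsx, fru, ovo, mamo, chinmo, InR and Akt. More chinmoST than wild-type samples had a peak at 6 genes, and the reverse held at 2. Only otu (FBgn0003023, X, 8485008 to 8489535) separated the genotypes, with a peak in 0 of 4 wild-type and 4 of 4 chinmoST samples (Fisher's exact test, p = 0.0286). No gene passed the threshold when adjusted over the list alone, and at equal depth otu had a peak in 3 of 4 chinmoST samples (exact p = 0.143). The site at otu, X 8489566 to 8490638, has its summit in an intron of CG33181, 662 bp from the otu start site and 382 bp from that of CG33181. At ImpL2 (FBgn0001257, 3L, 4224006 to 4236147) 3 wild-type samples and 1 chinmoST sample had a peak (exact p = 0.486), the wild-type peaks in an intron at 4233435 to 4234023 and the chinmoST peak at 4232165 to 4232582. At Timp 4 wild-type and 2 chinmoST samples had a peak (exact p = 0.429). At Arc1 the numbers were 1 and 4 (exact p = 0.143), and the site lay in the 5′ UTR of Tfb1. Equal depth, which removes more peaks from chinmoST, gave 3 and 0 at ImpL2 (exact p = 0.143). It gave 3 and 1 at Timp (exact p = 0.486) and 1 and 4 at Arc1 (exact p = 0.143).

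Single sites can differ where the gene as a whole does not. Over the 23 genes there were 78 sites, of which 5 had a peak in all 4 chinmoST and no wild-type samples (exact p = 0.0286 each), and none did after adjustment over the 78 sites (exact adjusted p = 0.446). These 5 were chosen after their values were seen. One lies in the 5′ UTR of dsx on 3R at 7966239 to 7967096, and the others were at otu, at InR (3R, 21587138 to 21587609, intron) and at pyd (3R, 8857678 to 8858290, intron, and 8931751 to 8932223, intergenic). The sites of dsx at 7926542 to 7927407 and 7962833 to 7963945, both intronic, had a peak in all 8 samples. No site had the reverse pattern, and sites with more chinmoST samples outnumbered those with more wild-type samples. The latter included fru at 18480588 to 18481783 (4 wild-type and 2 chinmoST samples, Fisher's exact p = 0.429). They also included Timp at 10212978 to 10213910 (4 and 1, exact p = 0.143) and chinmo at 1686803 to 1687405 (3 and 0, exact p = 0.143).

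**Figure D4:**
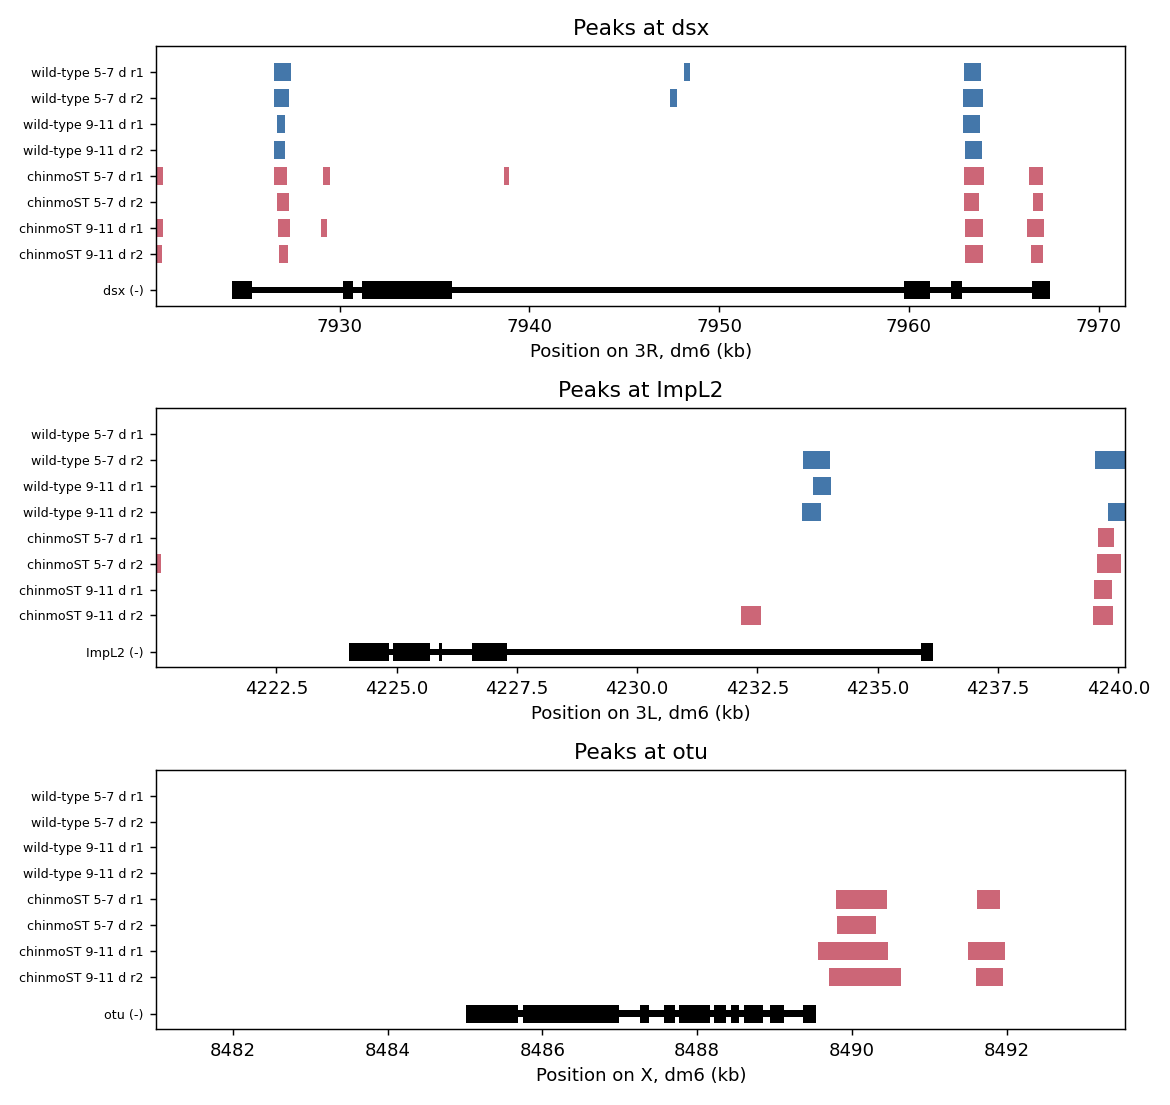
Coloured bars mark the peaks of the 8 samples at dsx, ImpL2 and otu against position in kb, with exons as thick and introns as thin black bars. At dsx sites near 7926542 and 7962833 are present in all 8 samples and a site starting at 7966239 in the 4 chinmoST samples, and at otu the 4 wild-type samples have 0 peaks.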

Values the study reported

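The study reported 1290 reproducible Chinmo peaks in wild-type testes and 3425 in chinmoST testes. In its comparison of binding strength between the genotypes it reported 1426 sites with higher and 1947 sites with lower binding in chinmoST testes.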

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

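Scaling to equal depth was planned for the change with age, while its use as a test of depth, the simulation and the count of peaks with a fold of at least 5 were chosen after the result was seen. Both wild-type samples at 9 to 11 days had fewer peaks than both at 5 to 7 days, while both chinmoST samples had more, and the age changes differed by 1510.5 peaks. The exact permutation p of 0.0556 is the smallest this design allows, so the test could not pass 0.05.

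The wild-type and chinmoST changes were tested separately. Background coverage in wild-type fell from 4.47 to 2.67 fragments per base with age, and at equal depth the change was -444 peaks. The ratio of older to younger samples, 0.843, lay inside the range of 0.808 to 0.980 that simulated libraries with the same binding gave, so depth may account for the decrease left at equal depth. As called the ratio was 0.732, below the 0.766 to 0.831 of the same simulation, and the decrease as called was therefore larger than simulated depth gave. Among peaks with a fold of at least 5 the wild-type change was +104. In chinmoST the older libraries were slightly shallower (7.55 against 8.16), which argues against depth, and at equal depth the rise was 900 peaks, with a ratio of 1.27 against 0.960 to 1.05 in the simulation. Without replicate 2 at 5 to 7 days the rise as called was 166 peaks. At equal depth replicate 1 at 5 to 7 days had 3611 peaks, against 4208 and 4159 in the older samples. A biological change with age in chinmoST testes, a difference in sample quality and chance with 2 samples per age all remain open, and the number of samples cannot separate them.

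In 12 groups of 4 samples (6 measures in each genotype) 0 samples stood apart from the others by Dixon's test; chance alone would give such a sample in about 5% of groups.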

How the results depend on the processing

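Depth equalisation of results other than peak number, age and genotype-specific sites, the fold of at least 5, thinning, and −log10 p ranks for promoter shares were chosen after the data were seen. Of the results that answer a comparison, peak number kept its direction and its side of the threshold in every alternative run that could reach 0.05, and so did covered length, median width and similarity apart from scaling to equal depth, which filters peaks and leaves their widths as called and so tests none of them. The difference in peak number ranged from 639 (fold of at least 5) to 2883 (without chinmoST 5-7 days replicate 2) and was 1238 after binomial thinning. With equal numbers of peaks the difference in covered length was 0.775 Mb and that in median width 342.5 bp. At equal depth they were 1.59 Mb and 232.75 bp. Both settings select peaks without changing their widths. Over the remaining alternatives covered length differed by up to 2.56 Mb and median width by 82.9 to 110 bp.

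The promoter share reversed to 6.16 percentage points higher in chinmoST with equal numbers of peaks and to 3.32 at equal depth, and was -2.59 and past the threshold with promoters of 3 kb. The X chromosome share passed the threshold with equal numbers of peaks (1.97 points) and at equal depth (1.88). The cause was not tested. With equal numbers of peaks, which tie gains to losses, the genotype-specific sites were 146 and 131, and at equal depth 376 and 94. The age change of wild-type was -444 peaks at equal depth and 104 with a fold of at least 5, where the difference between genotypes was 419.

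Reproducible wild-type peaks numbered 1099 with −log10 p ranks, 1258 at equal depth and 49 at an IDR of 0.01, where chinmoST had 2242. The overlap of wild-type with chinmoST peaks was 87.1% with a q-value of 0.001, 69.6% with 50% reciprocal overlap, 87.5% without IDR, 86.6% at equal depth and 91.9% with −log10 p ranks. The reverse overlap was 33.8% with reciprocal overlap, 41.0% without IDR, 28.6% at equal depth and 29.6% with −log10 p ranks. The promoter share of reproducible peaks was 90.4% in wild-type and 88.2% in chinmoST with 3 kb, 87.4% and 84.8% with −log10 p ranks, and in chinmoST 79.3% without IDR and 84.1% at equal depth. The cause was not tested. The number of listed genes with an exact p under 0.05 was 3 with a q-value of 0.001, 0 with equal numbers of peaks and 0 at equal depth. With equal numbers of peaks the difference in samples with a peak was -1 at Pvf1, -1 at Arc1 and -2 at Ilp6, and -1 at Pvf1 within 1 kb of a start site.

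Across the 8 fits that each left out one sample, the X share difference ranged from -0.211 to 0.610 points, the wild-type age change from -970 to -791, the chinmoST age change from 166 to 1094 and their difference from 1046.5 to 1974.5. Reproducible wild-type peaks ranged from 206 to 1914, because without a replicate only the other age gives a pair. Wild-type overlap ranged from 75.3% to 84.9%, chinmoST overlap from 4.00% to 47.9%, promoter shares from 81.1% to 84.6% and from 81.5% to 84.9%, listed genes under 0.05 from 1 to 2 and motif words past the threshold from 7 to 8, the BEAF-32 word in wild-type failing (adjusted exact p = 0.238) without either replicate at 5 to 7 days.

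With the replicate number as a replicate block the differences were unchanged at 2624 peaks, 2.34 Mb, 101.75 bp, -2.74 and 0.251 points, and exact p could not fall under 0.0556; the same holds for permutation within age. Replicate numbers did not pair the samples: differences between replicates correlated between groups at -0.0057 to 0.014 over 6 pairs of groups. Restriction to chromosome arms gave no separate values, because the lists hold no other sequences.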

Other observations

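Scaling to equal depth was planned for the genotype-specific sites, while its use as a test of depth, the simulated libraries, the expected number of missed sites, the comparison of coding exons, the GC content of promoter sites and both gene lists were chosen after the sites had been seen.

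Depth was weighed for the higher peak number of chinmoST. The difference of 1124.5 peaks left at equal depth was past the threshold of the exact permutation test, and its ratio of 1.43 lay above the 0.906 to 1.01 of simulated libraries with the same binding. As called the simulated ratio was 1.45 against 1.92 observed, so depth may account for part of the difference. The simulated sites were not fitted to the peak lists, so the simulation cannot show how large that part is. Since no wild-type library is as deep as any chinmoST library, another difference tied to library making could not be excluded. The study proposes a biological explanation as possible, namely higher Chinmo expression in the germ cells of chinmoST testes. The peak lists do not separate cell types, so it was not tested here.

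The genotype-specific sites were compared with other divisions of the samples. For the 839 chinmoST-only and for the 61 wild-type-only sites, 1 of the 35 splits of the 8 samples, the real one, gave as many, and the largest other split gave 41. The similarity within genotypes was also reached by 1 of the 35 splits. Depth and covered length follow the real split, so other splits say nothing about either. At equal depth there were 376 chinmoST-only sites, of which 324 overlapped the 839. When the lowest pileup at each of 3624 sites with a peak in every chinmoST sample was scaled to the wild-type libraries, counting error would leave 106 sites without a wild-type peak, against the 839 observed. The same calculation between ages within a genotype fell short of the observed number by ratios of 1.67 to 19.1, so it misses other sources of variation, and lower depth in wild-type cannot be told apart from absence of binding for the 839 sites. Wild-type-only sites numbered 94 at equal depth, where a rise follows from removing more peaks from chinmoST than from wild-type and tests nothing. As called, the shallowest chinmoST library had a background coverage of 7.38 and the deepest wild-type library 4.66, so a lack of depth in chinmoST does not account for the 61 sites.

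The 61 wild-type-only sites had a different place in genes. Their summits lay in coding exons at 24.6% (95% exact binomial interval 14.5% to 37.3%), against 7.75% at chinmoST-only sites and 6.04% at sites in all 8 samples (Fisher's exact adjusted p = 0.000297 and 3.18e-05). Several lay in genes of spermatid proteins, and a list of 47 late male germline genes was tested for that reason. Of the 47 genes, 27 had a peak in at least 1 sample. A peak was present in more wild-type than chinmoST samples at 23 genes and in more chinmoST samples at 2. Of the 23, 10 rest on a peak in 1 wild-type sample alone, and 2 had a peak in all wild-type and no chinmoST samples. Draws of genes of like length gave 2.01 (95% range 0 to 5; permutation p = 0.0001, the smallest the draws can give). Without the S-Lap genes and the genes at the sites themselves it was 18 against 2 of 42 genes. At equal depth it was 22 against 1 of 47, with 2.23 in draws at that depth (95% range 0 to 5, permutation p = 0.0001). Neighbouring listed genes can share a peak, so genes within 50 kb were joined into 36 loci, each counted by its gene least in favour of wild-type. Of these 15 had a peak in more wild-type samples, against 1.56 in draws (95% range 0 to 4; permutation p = 0.0001), and 5 by at least 2 samples, against 0.523 (95% range 0 to 2; permutation p = 0.0002). Among the listed genes, betaTub85D had a peak in 4 wild-type and 1 chinmoST samples and Mst87F in 4 and 3. At equal depth both had 4 and 0, but that setting removes more peaks from chinmoST, so the shift tests nothing. All listed genes are ones that a testis can express. A candidate explanation is open chromatin of late germ cells as part of the wild-type-only signal, rather than loss of Chinmo in the cyst lineage. The study reports from single-cell RNA sequencing that the proportion of spermatids falls with time in chinmoST testes. However, its dissociation of testes, also used for CUT&Tag, filtered out spermatids, which bears against them as the source. Some spermatids were still found in its single-cell data. Of 25 somatic cyst lineage genes, 1 had a peak in more wild-type samples (magu, 3 and 0), against 1.16 in random draws (permutation p = 0.694), and 11 in more chinmoST samples, against 10.9 (permutation p = 0.568), too few to decide on that lineage. Without a library from a control antibody, open chromatin and Chinmo binding could not be separated here.

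Other technical explanations of the wild-type-only sites were tested. Their summits lay in annotated transposable elements at 0 of 61 sites (2 of 1242 at sites in all 8 samples), which with an upper limit of 5.87% argues against annotated elements as the source of most of these sites. For chinmoST-only sites it was 10 of 839 (Fisher's exact adjusted p = 0.00734), so repeats may account for a few of them. The number within 50 kb of another such site was 2, against 3.83 (95% range 0 to 10) in random draws, and segments that hold a single site each would give the same number, so copy-number differences cannot be told apart. Chromosome 3 held 50.8% of them (37.7% to 63.9%) and 46.6% of all sites, and for chinmoST-only sites the share was 43.5% (40.1% to 46.9%). Both intervals include the share of all sites, so an effect of the balanced chromosome 3 cannot be told apart for either class, although it could not be the source of the sites on other chromosomes. The Trl word was present at 29.5% of wild-type-only and 27.1% of chinmoST-only sites (Fisher's exact adjusted p = 0.730), and 61 sites are too few to exclude a difference. At sites in all 8 samples it was present at 37.8%, above the chinmoST-only share (exact adjusted p = 3.87e-06).

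The median GC content at chinmoST-only sites lay -2.99 percentage points from that of sites in all 8 samples (95% bootstrap interval -3.98 to -2.49), while wild-type-only sites lay 0.995 points above it (-1.99 to 2.99). Among promoter sites alone the differences were -3.98 (-4.98 to -2.49) and 2.99 (-0.249 to 6.97) points, so the share of promoters does not account for the chinmoST-only difference. A GC bias between libraries may contribute, and both wild-type-only intervals include 0, so it cannot be told apart from a difference in the kind of site. The M1BP word was present at 11.3% of chinmoST-only sites, against 7.65% at sites in all 8 samples (Fisher's exact adjusted p = 0.00734) and 4.92% of wild-type-only sites (exact adjusted p = 0.174), so a separate class of promoters stays open. The BEAF-32 word was also more common at chinmoST-only sites (32.9%) than at sites in all 8 samples (27.1%, Fisher's exact adjusted p = 0.00734).

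The number of wild-type-only sites here was 61. That is lower than the number of sites with lower binding quoted from the study above, and it is another measure: it counts presence of a peak in every sample, while the quoted value compares read counts. The number of chinmoST-only sites was 839. That is lower than the quoted number of sites with higher binding. Reproducible peaks by −log10 p ranks numbered 1099 in wild-type and 3414 in chinmoST. These lie nearer to the quoted numbers of reproducible peaks than those by fold ranks do.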
